A study of Mus musculus with 6 samples.

How the data were processed

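Embryonic pancreatic tissue of C57BL/6 mice was profiled in 6 libraries, 1 per group. The wild-type embryos (WT) were Ptf1a+/+, and the other embryos (KO) were homozygous for a deletion of an enhancer of Ptf1a, per the labels. Ptf1a encodes a transcription factor of the early pancreas. At embryonic day 10.5 (E10.5), dissected multipotent pancreatic progenitor tissue was pooled from 5 to 9 embryos per dataset and used for single-cell RNA sequencing and, separately, for single-cell ATAC sequencing, which cuts open chromatin with a transposase. At embryonic day 13.5 (E13.5), pancreas from 6 embryos per dataset was used for single-cell ATAC sequencing. All libraries were built with 10x Genomics droplet kits, per the labels' protocols. The aligner, the genome build, the annotation, the cell filters and the tool that made the ATAC gene score are not given in the sources used here.

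The deposited RNA matrix holds raw UMI counts per gene and cell (integers, per the file headers), for 31028 gene symbols. The deposited ATAC matrices hold a gene-level accessibility signal that is never negative. Their values show that every cell sums to 10000 over the same 8269 gene symbols at both stages, within rounding. How these genes were chosen is not given in the sources used here, and the scaled signal does not tell the number of fragments per cell. Each barcode carries a prefix that names its library, and 0 columns of other samples were present. The prefixes of the E13.5 barcodes also name a month, which differs between the WT and the KO library.

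RNA cells with at least 1000 detected genes were kept. The RNA symbols include 0 mitochondrial and 0 haemoglobin names, so the mitochondrial part of the filter written beforehand could not be applied. Doublets were called with scrublet in each library and were kept in the main values. ATAC cells were used as given. Cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2, on 2000 variable genes, 30 principal components and 15 neighbours, without Ptf1a and the tip/acinar genes, at Leiden resolution 0.3. The resolution was first written as 0.8 and was set to 0.3 only after the clusterings at 6 resolutions (0.2, 0.3, 0.5, 0.8, 1.0 and 1.2) had been examined. Values at the other resolutions are given with the alternatives. Clusters were called "-like" from marker lists fixed beforehand. The thresholds for a name were settled after the clusters had been seen: a mean log2 ratio of at least 0.3 over the other cells, at least 3 markers raised, and no other list with more markers among the top 10 genes. Clusters below these thresholds were left unnamed and are given by number. The RNA progenitor class is the cluster with the highest mean of the progenitor markers. These names were rebuilt here, and the shares depend on them. At both stages the ATAC clusters apart from the endocrine-like one were unnamed, so the ATAC comparisons use all cells, as written beforehand for that case. Cluster 0 alone was added after the data had been seen, as was a split of each library's cells in 2 parts to find the highest correlation across genes that cell sampling allows (Spearman-Brown correction).

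With 1 library per group no difference has a replicate check, so no test was run and no p-value or count of changed genes is given. UMI sums carry exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals, differences between shares Newcombe intervals, and ratios of counts exact conditional intervals, all at 95%. They cover counting error only. Where the KO count was 0, the fold was taken against a floor of 3 counts over the group. RNA log2 ratios are KO over WT of CPM values, the UMI sums scaled to a common total, plus a pseudocount of 10 CPM, which understates the change of low genes, for genes with at least 50 UMIs in both libraries together. ATAC log2 ratios are of mean signal over cells, for genes above 0 in at least 10% of the cells of a library. To compare shares of cells with a UMI at 1 depth, each cell was thinned to 2000 UMIs. Each gene list's median was placed among 10000 random lists of the same size matched on mean level in 20 bins, and Ptf1a among the 200 genes nearest in mean signal.

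The genes named were fixed beforehand by rule: Ptf1a, its neighbours, the highest and lowest member of each fixed list, and the 5 highest and 5 lowest genes. For RNA the last group was limited to genes whose intervals did not overlap. Genes outside the rule are marked where they appear, and some genes that the rule selects are not reported here. The neighbours were a list fixed beforehand, not every gene nearby, and were looked up in GENCODE M21 (GRCm38), used only for gene names and gene order. No coordinates are given because the authors' build is not known here. The fixed lists were tip/acinar, progenitor factors, endocrine, trunk/duct, gut, biliary, Ptf1a locus, proliferation, sex-linked and dissociation stress.

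The calculations were tested on simulated data. For all kept RNA cells, KO against WT, over 10323 genes with 200 changed by a fold of 4, 100% of the 194 changed genes tested had separate intervals in the right direction, and 1.43% of the unchanged genes had separate intervals. The simulated counts had Poisson error alone, without spread between cells or libraries. The 1.43% is therefore not an error rate for the real comparison. Of 1000 random lists of unchanged genes, 5.3% fell outside the central 95%. The E10.5 WT ATAC library, split in 2 parts over 8213 genes, gave an SD of the log2 error of 0.20. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 were used.

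The alternatives tried were other cell filters, depth by thinning, scaling by a median-of-ratios factor or by totals without ribosomal protein genes, other count minimums and pseudocounts, other clusterings, called doublets left out, other ATAC gene filters and other sets of ATAC cells. Totals without mitochondrial or haemoglobin genes could not be computed, since 0 such symbols are listed. Scaling each ATAC cell to the same total moves nothing, because the totals are already equal.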

Results

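The study compared embryonic pancreas of wild-type mice (WT) with that of mice homozygous for the deletion of a Ptf1a enhancer (KO), in 3 pairs of libraries: single-cell RNA at E10.5, single-cell ATAC at E10.5 and single-cell ATAC at E13.5. Each genotype had 1 library per assay and stage, so no value below has a replicate error and each comparison is between 2 libraries. The intervals given are 95% intervals of the counting error alone. The WT RNA library held 1104 barcodes with 4665222 UMIs (median 1210 per barcode), and the KO RNA library held 815 barcodes with 4360076 UMIs (median 1199). The filter of at least 1000 genes kept 451 WT cells (median 6700 UMIs) and 369 KO cells (median 9856 UMIs). These cells held 88.0% of the WT UMIs and 92.0% of the KO UMIs. The E10.5 ATAC libraries held 838 WT and 700 KO cells, with a median of 4846 and 5182 genes above 0. The E13.5 ATAC libraries held 2314 WT and 602 KO cells, with a median of 3454 and 4243 genes above 0. The number of fragments behind the ATAC signal is unknown, so its gene values carry no interval.

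The kept RNA cells fell into 5 clusters. Cluster 0 (154 WT and 103 KO cells), led by Plagl1, Fbn2 and Zeb2, was mesenchyme-like. Cluster 1 (72 WT and 140 KO cells), led by Ghrl, Cartpt and Gcg, was endocrine-like. Cluster 2 (124 WT and 72 KO cells), led by Nepn, Spp1 and Vtn, was pancreatic progenitor/epithelium-like and is called the progenitor class. Cluster 3 (80 WT and 19 KO cells), led by Sox17, Ube2c and histone genes, stayed unnamed. Cluster 4 (21 WT and 35 KO cells), led by Barx1, Pdgfra and Nkx2-3, was mesenchyme-like and had the highest median depth, 20323 UMIs per cell. Scrublet called 2 of the 451 WT cells (0.443%) and 8 of the 369 KO cells (2.17%) doublets.

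Ptf1a, the gene whose enhancer was deleted, was measured first in every library. In the WT progenitor class it had 108 UMIs, or 65.1 CPM (53.4 to 78.6). In the KO progenitor class it had 0 UMIs, which allows up to 3.21 CPM by the exact interval and 2.61 CPM at the floor of 3 counts. Against that floor the KO value was at least 24.9-fold lower, or 20.4-fold from the lower end of the WT interval. The exact interval of the KO over WT ratio reached up to 0.0502. At resolution 0.5, 107 of the WT UMIs lay in the cluster that held 106 WT and 16 KO cells, where the bound was 4.75-fold. Over all kept cells WT had 142 UMIs (34.6 CPM) and KO 0, at least 46.2-fold lower, and over all barcodes WT had 145 UMIs and KO 0. With every cell thinned to 2000 UMIs, the bound in the class was 3.09-fold, from 16 WT UMIs. A Ptf1a UMI was seen in 62 of the 124 WT class cells (50%, 40.9 to 59.1%, median 12880 UMIs) and in 0 of the 72 KO class cells (median 15695 UMIs), which allows a share of up to 4.17% at 3 cells and 4.99% by the exact interval. As a measure of free RNA, 1 of the 72 WT endocrine-like cells had a Ptf1a UMI (1.39%, median 11130 UMIs). In the mesenchyme-like WT cluster 0 the share was higher, 10 of 154 cells (6.49%) at a lower median of 2442 UMIs, and below that of the class. After thinning, which left out 5 WT and 3 KO cells of the class, 14 of 119 WT class cells (11.8%) and 0 of 69 KO class cells had a UMI, while 0 of 70 WT endocrine-like cells and 1 of 104 WT cluster 0 cells (0.962%) did. Outside the class, WT cluster 3 had 46.8 CPM (17 UMIs) and WT cluster 0 had 18.7 CPM (16 UMIs), and both had 0 UMIs in KO.

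**Figure D1:**
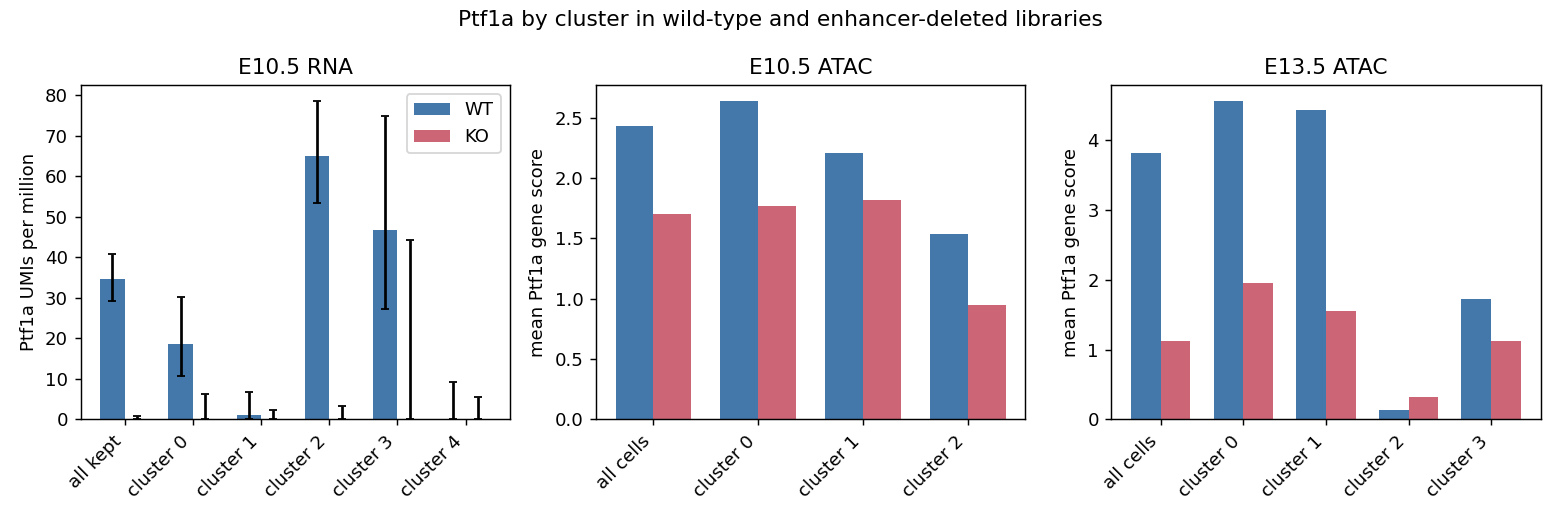
Ptf1a by cluster in the WT (blue) and KO (red) library of each pair: CPM in E10.5 RNA, with bars for exact Poisson 95% intervals, and the mean gene score over cells in E10.5 and E13.5 ATAC, without error bars. The RNA value was 65.1 CPM in the WT progenitor class (cluster 2) and 0 in every KO cluster, while the ATAC score stayed above 0 in KO.

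Shares of kept cells compared how the libraries divided between classes. The progenitor class was 27.5% of WT cells (23.4 to 31.9%) and 19.5% of KO cells (15.6 to 23.9%), a difference of -7.98 points (-13.7 to -2.13). This difference depended on the clustering. It was -19.2 points at resolution 0.5. At resolution 0.8, the setting first written down, the class was split between clusters: it was -1.90 points for the cluster with the highest progenitor score (55 WT and 38 KO cells) and -13.1 points with an unnamed cluster (53 WT and 2 KO cells), whose highest-scoring list was also the progenitor list, counted too. It changed sign to 1.34 points when no cell filter was applied. The endocrine-like cluster was 16.0% of WT cells (12.7 to 19.7%) and 37.9% of KO cells (33.0 to 43.1%), higher by 22.0 points in KO (15.9 to 27.9). It was higher by 11.4 points with no cell filter, the lowest difference among the alternatives. Among the cells of these 2 clusters alone, the endocrine-like share was 36.7% in WT (72 of 196 cells) and 66.0% in KO (140 of 212 cells), higher by 29.3 points (19.7 to 38.1). At finer resolutions it depended on which clusters were counted. Cluster 3 was 17.7% of WT cells and 5.15% of KO cells.

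The progenitor class itself divided differently in the 2 libraries. At resolution 0.5, 106 of the 124 WT class cells (85.5%, 78.0 to 91.2%) lay in a cluster led by Spon1, Cpa1 and Nepn, unnamed by the naming rule but with the highest progenitor score, against 16 of the 72 KO class cells (22.2%, 13.3 to 33.6%). A cluster led by Itih2, Hhex, Paqr9 and Sox17, hepatoblast/biliary-like by its markers, held 18 WT class cells (14.5%) and 56 KO class cells (77.8%, 66.4 to 86.7%). The gene values that follow are for the whole class, and so they compare mostly the first of these clusters in WT with mostly the second in KO.

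**Figure D2:**
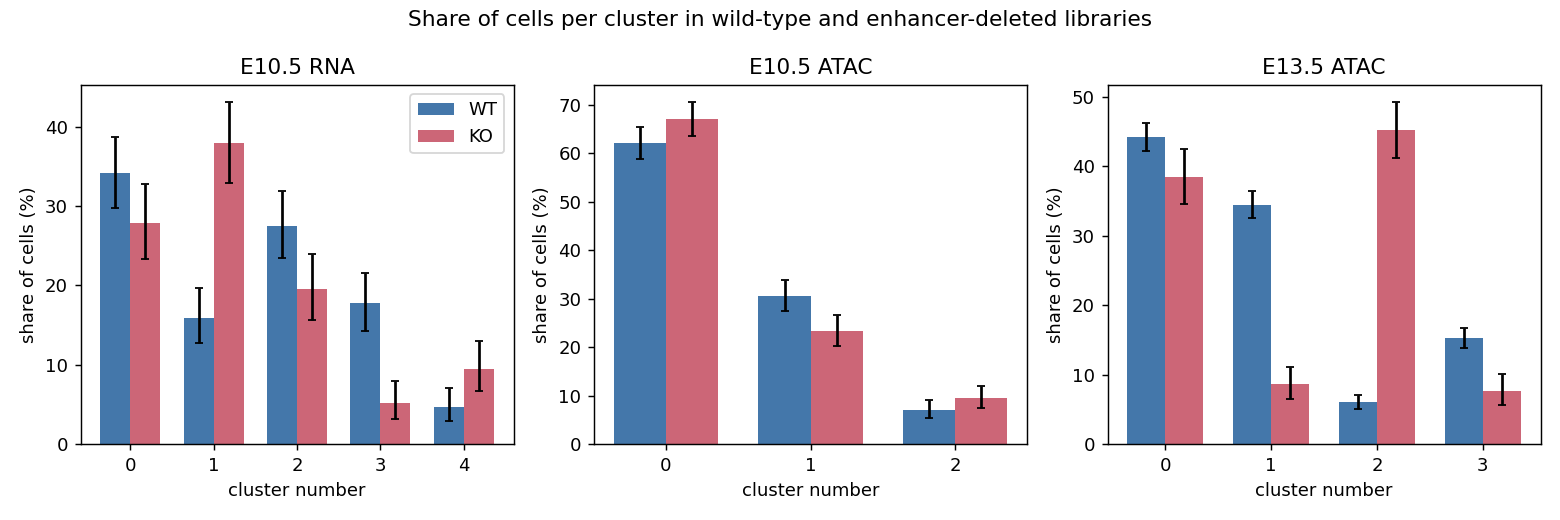
Share of cells (%) in each cluster of the WT (blue) and KO (red) libraries, for E10.5 RNA, E10.5 ATAC and E13.5 ATAC, with exact binomial 95% intervals. RNA cluster 1 (endocrine-like) was 16.0% in WT and 37.9% in KO, and E13.5 ATAC cluster 2 (led by Slc4a1, Gypc and Tal1) was 6.05% in WT and 45.2% in KO.

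In the progenitor class 6868 genes passed the minimum of 50 UMIs, with a median log2 ratio of 0.14. A median-of-ratios factor put the libraries 0.17 apart on the log2 scale. That scaling left the same 10 genes at the ends of the list. The lowest were Cpa1 (377 WT and 1 KO UMI, log2 -4.45, ratio 0.00384 with an interval of 9.69e-05 to 0.0215), Chst2 (266 and 5 UMIs, -3.57), Clps (197 and 4 UMIs, -3.25), Ptf1a (-2.91, or -2.57 at its bound) and Rhov (140 and 3 UMIs, -2.90, ratio 0.031 with an interval of 0.00631 to 0.0924). Cpa1 is also among the genes that lead this cluster. Clps was -0.07 over all kept cells. The highest were Gm10260 (5 WT and 235 KO UMIs, 4.04), Xist (115 and 1017 UMIs, 3.50), Gm11361 (2 and 100 UMIs, 3.12, ratio 72.3 with an interval of 19.5 to 605), Tsix (16 and 100 UMIs, 2.31) and Sptssb (4 and 53 UMIs, 2.18). Gm10260 and Gm11361 are uncertain, as predicted genes that can share reads with a near-identical copy, and Xist and Tsix overlap on opposite strands. With cells thinned to 2000 UMIs, 2 of these 10 genes were still named, while the ratios of all 10 kept their direction, from Cpa1 (-4.51) to Gm10260 (4.64).

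Of the genes near Ptf1a on chromosome 2 fixed beforehand, Etl4 passed the minimum, with 97 WT and 75 KO UMIs (log2 0.14, equal to the median of all genes tested). Msrb2 had 16 and 22 UMIs, Pip4k2a 5 and 8, Otud1 4 and 3, Armc3 2 and 0, and Spag6 0 and 0, too few for a small difference to be detectable.

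The fixed lists were each compared with random lists of the same size and mean level. The biliary list had a median of 1.22 (6 genes, percentile 100), with all 6 genes higher in KO, from Lgr4 (0.38) to Onecut2 (1.92). It fell to 0.65 over all kept cells, the lowest among the alternatives. The trunk/duct list had a median of 0.39 (8 of 13 genes, percentile 98.6), from Sox9 (-0.43) to Krt19 (0.92). The progenitor factors had a median of -0.22 (13 genes, percentile 0.03, or 8.44 in the finer cluster led by Spon1), and members went far apart: Mnx1 had 69 WT and 3 KO UMIs (-2.03), while Hhex had 105 and 288 UMIs (1.83). Hhex, Onecut1 and Spp1 lead the cluster itself. The tip/acinar list had a median of -0.28 and a mean of -1.43 (3 of 13 genes, percentile 1.61), from Cpa1 (-4.45) to Gata4 (0.44). The endocrine list had a median of 0.35 from Isl1 (-0.02) and Gcg (0.73) alone (percentile 85.2), and no gut gene passed the minimum. The proliferation list had a median of 0.16 (12 genes, percentile 71.9), below the 0.17 between the scalings, from Ccna2 (-0.08) to Ccnb1 (0.34). It changed sign to -0.18 over all kept cells (percentile 0.04). The Ptf1a locus list held Etl4 alone (percentile 43.7). The sex-linked list had a median of -0.61 but a mean of 0.70 (3 genes, percentile 0.945), from Eif2s3y (-0.80) to Xist (3.50). The dissociation stress list had a median of -0.41 (3 genes, percentile 1.99), from Egr1 (-0.72) to Ier2 (0.12). Of the genes tested in each list, Ptf1a was in none, and none had 0 UMIs in a library, so no list median moved when zeros were set to the floor.

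In ATAC at E10.5 the cells fell into 3 clusters. Cluster 2, led by Elof1, Baiap3 and Rnf130, was endocrine-like, and clusters 0 and 1 stayed unnamed. The mean Ptf1a gene score over all cells was 2.43 in WT and 1.70 in KO, a log2 ratio of -0.51. Whether the score counts the deleted DNA itself is not known here. The ratio was the 31st lowest of 8219 genes tested, and 0 of the 200 genes of similar mean had as low a ratio. It was -0.58 in cluster 0, -0.28 in cluster 1 and -0.70 in the endocrine-like cluster, and -0.47 with the 10% of cells at each end of the number of genes above 0 left out. The share of cells with a Ptf1a score above 0 was 63.2% in WT and 66.9% in KO, higher in KO, while the mean was lower. In the endocrine-like cluster the share was lower in KO, 65% in WT (39 of 60 cells) and 44.8% in KO (30 of 67 cells). The endocrine-like share was 7.16% in WT (60 of 838 cells) and 9.57% in KO (67 of 700 cells), a difference of 2.41 points whose interval includes 0 (-0.35 to 5.28).

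The E10.5 genes with the lowest ratio over all cells were Alkbh8 (-1.22), Stfa2 (-0.80), Gng11 (-0.79), Fabp7 (-0.67) and Tomm22 (-0.66), and C1qbp (0.83), Gtf2b (0.82), Nepro (0.67) and Atad5 (0.66) were among the highest. Alkbh8, Gng11 and Gtf2b lead cluster 1, whose cells had a median of 2043 genes above 0. Alkbh8 was above 0 in 19.3% of WT and 18% of KO cells. Between random parts of the cells, the E10.5 ratios correlated with a mean r of only 0.069 over 8207 genes. Most of their spread across genes thus came from cell sampling, and single ratios of this kind are uncertain. In cluster 0 alone, 2 of the 10 genes the rule selects were still selected, Alkbh8 and C1qbp. The median of each list over all cells lay within the central 95% of random lists. The lowest percentile was that of tip/acinar (median -0.09, 9 genes, percentile 3.96, or 1.33 without the endocrine-like cluster), from Cel (-0.38) to Cela1 (0.20), and the highest that of dissociation stress (0.08, percentile 91.5), from Fosb (-0.07) to Dusp1 (0.31). The progenitor factors had a median of 0.03, from Hhex (-0.14) to Foxa2 (0.17), trunk/duct 0.03, from Jag1 (-0.14) to Krt19 (0.15), gut 0.03, from Osr2 (-0.08) to Ihh (0.13), and proliferation 0.05, from Mcm6 (-0.21) to Mcm3 (0.20). The endocrine median was -0.01 with a mean of 0.02, from Gcg (-0.34) to Pax4 (0.56), and the biliary median 0.02 with a mean of -0.01, from Sox17 (-0.40) to Lgr4 (0.27). Single genes were measured for the locus (Etl4, -0.08) and for the sex-linked list (Xist, 0.12).

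In ATAC at E13.5 the cells fell into 4 clusters, and the month named in the barcodes differed between the libraries, so month and genotype cannot be told apart in any E13.5 value. Cluster 3, led by Myt1, Rimbp2 and Ptprn2, was endocrine-like. Cluster 0, led by Sdc4, Hoxb7 and Nupr1, stayed unnamed because a tip/acinar marker, Rbpjl, stood among its top genes while its highest-scoring list was trunk/duct. Cluster 1, led by Cobl, Sncaip and Chic1, stayed unnamed and was 34.5% of WT cells and 8.64% of KO cells, with a median of 1843 genes above 0. Cluster 2, led by Slc4a1, Gypc and Tal1, stayed unnamed and was 6.05% of WT cells (140 of 2314, 5.11 to 7.10%) and 45.2% of KO cells (272 of 602, 41.2 to 49.3%), higher by 39.1 points in KO (35.1 to 43.2). The endocrine-like share was 15.3% in WT (353 cells) and 7.64% in KO (46 cells), a difference of -7.61 points (-10.0 to -4.83). Outside cluster 2 it was 16.2% and 13.9%, a difference of -2.30 points whose interval includes 0 (-5.99 to 2.11). With cluster 1 left out too, a choice made after the data were seen, it was 25.7% (353 of 1376 cells) and 16.5% (46 of 278 cells), a difference of -9.11 points (-13.7 to -3.79).

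At E13.5 the mean Ptf1a score over all cells was 3.81 in WT and 1.12 in KO, a log2 ratio of -1.77, the lowest of 8208 genes tested. Without cluster 2 it was -1.19, and it moved further, to -1.07, in cluster 0 with the cells weighted to 1 spread of the number of genes above 0. In cluster 0 it was 4.55 in WT and 1.95 in KO (-1.22), the 2nd lowest of 8229 genes, and 0 of 200 genes of similar mean had as low a ratio. In cluster 1 it was -1.51 and in the endocrine-like cluster -0.63, while in cluster 2, where it was low in both libraries (0.13 and 0.33), it was higher in KO (1.32).

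Over all E13.5 cells the highest genes, Slc4a1 (2.23), Gypc (2.00), Tal1 (1.78), Lyl1 (1.76) and Zc3hav1 (1.70), lead cluster 2, and their ratios follow its larger share. Inside cluster 0 they were between -0.16 (Lyl1) and 0.35 (Gypc). The lowest over all cells were Ptf1a, Nkx2-2 (-1.72), Ptn (-1.65), Hpgd (-1.57) and Gulo (-1.56). In cluster 0 the lowest were Hp (-1.33), Ptf1a, Ptn (-1.08), Cckar (-1.07) and Nkx2-2 (-0.92), and the highest were Onecut2 (0.88 in WT and 2.81 in KO, log2 1.67), Tm4sf20 (1.46), Plac8 (1.34), St8sia3 (1.30) and Lgals4 (1.28). The cells of cluster 0 had a median of 4361 genes above 0 in WT and 5910.5 in KO. Apart from Ptf1a, the gene and list values inside cluster 0 were not weighted for this difference.

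The list medians over all E13.5 cells were low for progenitor factors (-0.92, percentile 0), with Nkx2-2 (-1.72) lowest, trunk/duct (-0.81, percentile 0), from Sox9 (-1.24) to Krt19 (-0.07), endocrine (-0.66, percentile 0), from Neurog3 (-1.35) to Chgb (0.32), and tip/acinar (-0.41, percentile 1.60), from Rbpjl (-1.44) to Cel (0.36). In cluster 0 the tip/acinar median was -0.42 (percentile 0), from Rbpjl (-0.66) to Gata4 (0.46), and that of the progenitor factors -0.16 (percentile 1.80), with Nkx2-2 (-0.92) lowest. There the trunk/duct median was -0.02 (percentile 45.4) and the endocrine median changed sign to 0.12 (percentile 96.3). Gut was -0.25 over all cells (percentile 9.84), from Cdx2 (-0.55) to Ihh (-0.15), and 0.31 in cluster 0 (percentile 99.9). Dissociation stress was -0.17 over all cells (percentile 10.5), from Jun (-1.18) to Dusp1 (0.81), and -0.37 in cluster 0 (percentile 0.105). The other lists lay within the random range in both sets of cells. Over all cells biliary was -0.32, from Krt7 (-0.88) to Onecut2 (0.93), proliferation 0.14, from Cdk1 (-0.77) to Mki67 (0.55), the locus gene Etl4 -0.65 and Xist 0.45.

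**Figure D3:**
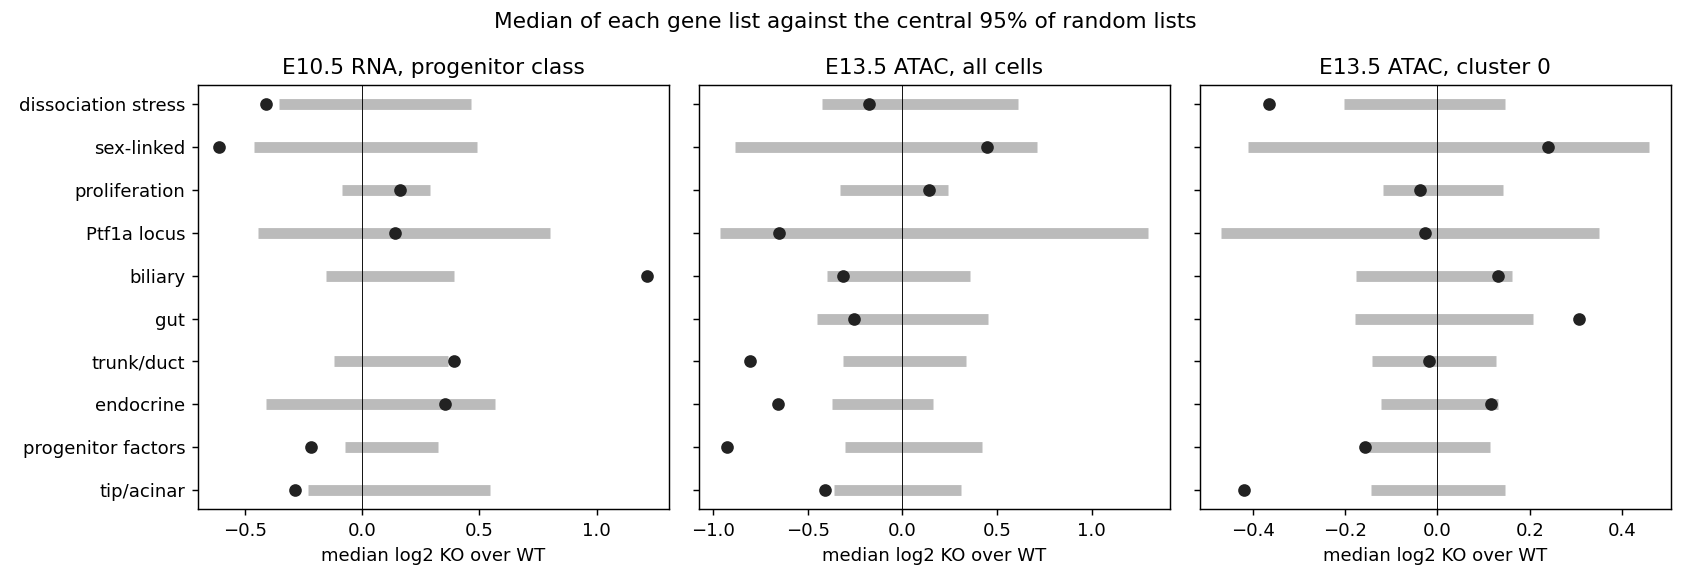
Median log2 KO over WT of each fixed gene list (points) with the central 95% of 10000 random lists of the same size and mean level (grey bars), for the E10.5 RNA progenitor class, all E13.5 ATAC cells and E13.5 ATAC cluster 0, each on its own scale. The biliary list stood at 1.22 in RNA, and the tip/acinar list at -0.41 over all E13.5 cells and -0.42 in cluster 0.

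The KO over WT ratios of the assays and stages were correlated across genes, which are not independent replicates. RNA in the progenitor class against E10.5 ATAC gave a Pearson r of 0.042 and a Spearman rho of 0.026 over 6150 genes. E10.5 against E13.5 ATAC gave 0.058 and 0.059 over 8207 genes. Cell sampling limits both values. When each library's cells were split at random in 2 parts, 20 times, the E10.5 ATAC ratios of the parts correlated with a mean r of 0.061 and 0.069 over these sets of genes, against 0.530 for RNA and 0.845 for E13.5 ATAC. Even a perfect relation would then give at most about 0.282 and 0.343. These 2 relations were the only ones computed, apart from their alternatives, where r ranged from 0.035 to 0.065 and from 0.054 to 0.068.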

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

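Apart from the values repeated from the report, the tests in this part were chosen after the results were seen, and so was leaving out cluster 1.

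At E10.5 and E13.5 the same contrast, KO against WT in ATAC over all cells, went in opposite directions for 3 results that lay beyond the counting interval or the random range at a stage. The gut, biliary and dissociation stress lists also changed direction, but over all cells lay within the random range at both stages. The biliary median at E13.5 left it without the cells with the fewest and the most genes above 0 (percentile 1.2), and the gut and dissociation stress medians left it inside cluster 0 (99.9 and 0.105). The difference between the stages was not tested, since each stage had 1 library per genotype. The endocrine-like share was higher in KO by 2.41 points at E10.5 and lower at E13.5, by -7.61 points. The progenitor factors had a median log2 ratio of 0.030 at E10.5 and -0.92 at E13.5. The trunk/duct list had 0.033 at E10.5 and -0.81 at E13.5. The E10.5 values are weak in themselves: the interval of the share difference includes 0, and both medians lie within the random range.

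A technical candidate for the E13.5 values is the much larger share of cluster 2 in the KO library, which lowers every other cell type's share and gene means. For the share, the difference outside cluster 2 was -2.30 points with an interval that includes 0, but cluster 1, with few genes above 0, was also smaller in KO. With both left out the difference was -9.11 points (-13.7 to -3.79). A larger cluster 2 alone would leave the proportions of the others as they were. The value of -2.30 points allows that, and the value of -9.11 points does not. The latter depends on leaving out cluster 1, which is unnamed, so the 2 values do not decide whether cluster 2 is the whole cause. Whether cluster 1 holds endocrine cells was not tested. For the trunk/duct list, the median inside cluster 0 was -0.019, within the random range, which is in line with the same source. For the progenitor factors the median inside cluster 0 was -0.16, still below the random range (-0.15 to 0.11), which argues against cluster 2 as the whole cause, by a small margin. That median was not weighted for the number of genes above 0, which differed between the libraries inside cluster 0. The libraries' months stay open for all of these values, because month and genotype are the same split. An effect of the deletion that differs by stage also stays open, as untested.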

How the results depend on the processing

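Alternatives fixed before the data were examined were other filters, scalings, pseudocounts, cell sets and clusterings for RNA and other gene filters and clusterings for ATAC. The RNA values at resolutions 0.8, 1.0 and 1.2, with the highest-scoring cluster or with all clusters that score highest for the progenitor list as the class, the shares with all epithelial clusters counted, the RNA gene values at 0.5, the ATAC shares at 0.8, 1.0 and 1.2 and all other sets of ATAC cells or weights were chosen after seeing the data. No paired analysis was possible because each group had 1 library. Of the values that answer a comparison, 56 stayed within the limits set for them under the alternatives fixed beforehand, 28 moved, and 1 changed sign from a main value beyond its interval or random range. Under the added ones the numbers were 93, 54 and 1. Resolution 0.8, the setting first written down, is counted with the added ones. It became an alternative only when the main setting was changed to 0.3. Counting weak main values too, the sign changed 2 and 9 times. Except where a value's own construction is named, the cause was not tested.

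Ptf1a RNA had 0 KO UMIs over all barcodes, so by construction it had 0 under all 17 alternatives, which shows nothing about stability. The bound on its fold depends, by construction, on the total of KO UMIs in the cells used. It was at least 46.2 over all kept cells, 34.5 with no cell filter, 17.0 at resolution 0.8, 14.7 with 1000 variable genes and 15 components, 4.80 at 1.0, 4.78 at 1.2, 4.75 at 0.5 and 3.09 with cells thinned to 2000 UMIs. With all progenitor-scoring clusters counted, most of them unnamed, it was 17.0 at 0.8, 4.76 at 1.0 and 4.75 at 1.2.

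The progenitor share difference was -19.2 points at resolution 0.5, -14.8 with 1000 variable genes, -1.90 at 0.8 and, with the sign changed, 1.34 with no cell filter. It stayed near the main value at 0.2 (-7.98) and, for the highest-scoring cluster alone, at 1.0 (-7.96) and 1.2 (-8.18). At resolution 0.5 the class kept 16 KO and 106 WT cells by construction, since the finer clustering set the cluster led by Itih2 and Hhex apart. At 0.8 to 1.2 the progenitor cells were split further, and with all progenitor-scoring clusters counted the difference was -13.1 points at 0.8, -18.9 at 1.0 and -19.2 at 1.2, so the small value at 0.8 comes from that split. The endocrine difference kept its sign and was 11.4 points with no cell filter, 12.7 at 1.0, 14.5 at 1.2, 14.6 at 0.8, 14.9 at 0.5 and 14.95 with 1000 variable genes. Its highest value was 26.7 points, at resolution 0.2. At resolutions 0.5 and 0.8 a cluster led by Neurog3 scored highest for the neural list and was not counted as endocrine. Among the cells of the class and the endocrine-like clusters the difference was 52.3 points at 0.5, 39.5 with 1000 variable genes and, with all progenitor-scoring clusters counted, 51.1 at 1.0 and 52.5 at 1.2. At 0.5 these cells leave out the clusters led by Itih2 and Neurog3. With every cluster counted that holds mostly cells of the main 2 clusters, it was 18.1 at 0.5 (8.60 to 27.0), 17.9 at 0.8, 16.3 at 1.0 (6.90 to 25.2) and 18.1 at 1.2. It was 26.8 to 30.1 when those mostly of endocrine-like cells, the one led by Neurog3 among them, were counted as endocrine. It ranged from 16.3 to 52.5 over all alternatives.

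Of the 10 genes named in the progenitor class, 2 were shared after thinning, 6 with a pseudocount of 50 CPM, 5 at resolution 0.8, and 4 each at resolutions 0.5, 1.0 and 1.2. Over all kept cells the RNA list medians were tip/acinar -0.64, endocrine 0.73, trunk/duct 0.088 and biliary 0.65, and proliferation changed sign from 0.16 to -0.18, outside the random range. Proliferation was near 0 at 0.8 (-0.0055) and 1.0 (-0.00075). Minimums of 20 and 100 UMIs gave tip/acinar -1.32 (7 genes) and -2.37 (2 genes), and that of 100 also gave biliary 1.51 and sex-linked 3.50, from -0.61, because Xist alone was left. With no minimum, tip/acinar was -0.67, endocrine -0.019, with the sign changed, and trunk/duct 0.18. A pseudocount of 1 CPM gave biliary 1.45, and 50 CPM gave biliary 0.72 and trunk/duct 0.21. In the cluster with the highest progenitor score at resolution 0.5, unnamed by the naming rule, tip/acinar was -2.70 (2 genes), progenitor factors -0.088 and trunk/duct 0.64, and 3 lists changed sign: sex-linked 2.54 (1 gene), dissociation stress 0.33 (2 genes) and the Ptf1a locus, Etl4 alone, from 0.14 to -0.24. Etl4 was also negative at 1.0 (-0.48) and 1.2 (-0.50). The other 2 lists also changed sign at 0.8 (2.69 and 0.13), at 1.0 (2.13 and 0.25) and at 1.2 (2.15 and 0.25), on the same numbers of genes. At 0.8 endocrine was 3.59 (1 gene) and trunk/duct 0.69, at 1.0 tip/acinar was -2.77 (2 genes) and trunk/duct 0.73, and at 1.2 tip/acinar was -2.78 (2 genes) and trunk/duct 0.70.

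Some list medians crossed the edge of the central 95% of random lists. In RNA, trunk/duct came within it over all kept cells (percentile 38.8), with no minimum (68.9) and with 50 CPM (95.02). Progenitor factors did so at 0.5 (8.44), 1.0 (2.99) and 1.2 (2.74). Endocrine left it over all kept cells (100) and at 0.8 (99.8). At E10.5, tip/acinar left it without the endocrine-like cluster (-0.13, 1.33). At E13.5, endocrine and trunk/duct came within it in cluster 0 (96.3 and 45.4) and without cluster 2 (31.6 and 7.81), and gut left it in both (99.9 and 98.8). Biliary left it without the cells at both ends (1.2). Dissociation stress did so in cluster 0 (0.105) and without cluster 2 (0.12), and in RNA it came within it over all kept cells, with at least 100 UMIs, with 1 CPM and at 0.5 to 1.2 (2.63 to 81.8).

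In E10.5 ATAC the Ptf1a ratio stayed between -0.58 and -0.47 under the alternatives run, while cluster 1 alone had -0.28 and cluster 2 alone -0.70, and the endocrine-like share difference between 2.10 and 2.91 points. Resolution 0.2 gave no endocrine-like cluster at either stage, so no share there. Of the 10 genes the rule selects, 5 were shared with the 25% gene filter, 2 in cluster 0, 3 without the cells with the fewest and the most genes above 0 and 2 in cells with at least 2500 genes above 0. In cluster 0 the endocrine list was -0.063, and without the cells at both ends 4 medians near 0 changed sign, gut to -0.031, biliary to -0.021, trunk/duct to -0.0071 and progenitor factors to -0.00053.

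In E13.5 ATAC the Ptf1a ratio was -1.22 in cluster 0 and -1.19 without cluster 2, and -1.99 at its lowest. The endocrine-like share difference stayed between -9.30 and -8.28 points, and that outside cluster 2 between -3.39 and -2.75. Cluster 0 alone shared 3 of the 10 named genes and gave progenitor factors -0.16, endocrine 0.12 with the sign changed, trunk/duct -0.019, and gut 0.31 and biliary 0.13 with the sign changed. Leaving out cluster 2 shared 4 named genes and gave progenitor factors -0.18, endocrine -0.029, trunk/duct -0.11, and again gut 0.24 and biliary 0.16. Both sets leave out cluster 2 by construction, and the progenitor, trunk/duct and endocrine medians were higher in both than over all cells. Without the cells with the fewest and the most genes above 0, tip/acinar was -0.61 and biliary -0.54.

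Not run were the mitochondrial filter and totals without mitochondrial or haemoglobin genes, since no such symbols are listed. Scaling ATAC cells to one total and trimming cells by their totals were void, because all totals are equal. All cells in place of a class was already the main ATAC set. The RNA class held 72 KO cells, and a count of 0 over them allows up to 2.61 CPM at 3 counts and 3.21 CPM by the exact interval.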

Other observations

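Apart from the share without called doublets and the values repeated from the report, the tests in this part were chosen after the results were seen, and so were Cpa1 and Onecut2 as genes to compare between assays.

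No Ptf1a UMI was found in the KO RNA library. A lower depth of that library is excluded as the cause, since the WT rate would have given 74.7 UMIs over the KO class. The class differed in its sub-clusters between the genotypes, but that shift is argued against as the whole cause too: inside the cluster led by Spon1, Cpa1 and Nepn, with 16 KO cells, the WT rate would have given 14.3 UMIs, and 0 were seen. An effect of the enhancer deletion remains as a hypothesis, with 1 library per genotype.

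Xist was higher in KO over all kept cells (301 WT and 2358 KO UMIs). Pools with different numbers of male and female embryos are a candidate explanation, since the 4 Y-linked genes together had a KO over WT ratio of 0.669 (0.573 to 0.781). The sexes of the embryos are not given in the sources used here, and a mix of this kind could also move other genes of the comparison.

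Gm10260 and Gm11361 were almost absent from the WT library, with 15 and 2 UMIs, against 584 and 212 in KO. A different mix of cell types is argued against, because both were higher in KO inside all 5 clusters, with a lowest log2 ratio of 2.08. A difference in genetic background, reads shared with a parent copy and an effect of the deletion cannot be told apart here. The log2 ratio of Gm10260 over all kept cells, 3.51, would be the same under each.

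The endocrine-like share was higher in the KO RNA library. The separate E10.5 ATAC libraries did not show a difference of that size. There it was 2.41 points, with an interval that includes 0 (-0.35 to 5.28). A different amount of mesenchyme in the dissection is argued against as the whole cause, since the difference among the cells of the progenitor class and the endocrine-like cluster was 29.3 points. At finer resolutions, with every epithelial cluster counted, it was between 16.3 points (6.90 to 25.2) and 30.1 points, depending on which were counted as endocrine. Without called doublets the difference was 20.6 points. Only 2 WT and 8 KO cells were called, so doublets that the caller missed stay open. Fewer progenitors alone are argued against too: outside the progenitor class the endocrine-like share was 22.0% in WT (72 of 327 cells) and 47.1% in KO (140 of 297 cells), a difference of 25.1 points (17.7 to 32.2). Shares cannot tell more endocrine cells from fewer cells of all the other types. An effect of the deletion stays open too.

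The biliary list was higher in the KO progenitor class. A shift between sub-clusters of the class may contribute, but inside the cluster led by Spon1, Cpa1 and Nepn at resolution 0.5 the median was 1.25, on 4 of the 6 genes, against 1.38 for the same 4 genes in the whole class, which argues against that shift as the whole cause. This value rests on 16 KO cells. In that class Onecut2 had 288 WT and 785 KO UMIs (log2 1.92), and it was also the highest gene in E13.5 ATAC cluster 0 (1.67), while at E10.5 its log2 ratio was 0.17 in ATAC cluster 0 and its score over all cells was 1.91 in both libraries.

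Cpa1 RNA was nearly absent from the KO progenitor class (377 and 1 UMIs). Its E10.5 ATAC score over all cells differed little, 1.78 in WT and 1.67 in KO (log2 -0.09, or -0.19 in cluster 0). The RNA class and these sets of ATAC cells are not the same cells. At E13.5 the score was 1.91 and 0.84 over all cells (-1.19), and in cluster 0 the log2 ratio was -0.60. No explanation of this was tested.

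RNA cluster 3 held 80 WT and 19 KO cells. Its Malat1 level was 2170 CPM, below that of each other cluster, where the lowest was 7217 CPM. Malat1 RNA stays in the nucleus, so barcodes poor in nuclear RNA, such as broken cells, are a candidate source of this cluster. No biological explanation of it was tested.

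For the lower Ptf1a score in KO at E13.5, the larger share of cluster 2 is argued against as the whole cause by the ratio inside cluster 0, -1.22. A different number of genes above 0 per cell is argued against too, since weighting the cluster 0 cells to 1 spread of that number gave -1.07, with 0 of 200 genes of similar mean as low. The month of the libraries cannot be told apart from genotype for any of it, including the -1.77 over all cells. Nor can the loss of the deleted DNA from the score itself, if the score counts the enhancer: the ratio in the endocrine-like cluster was -0.63, and a score without that DNA was not analysed here. This holds for the E10.5 score too, where the ratio over all cells was -0.51. Whether the unnamed E13.5 cluster 0 held the same mix of cells in both libraries was not tested, so a different mix stays open.

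Cluster 2 at E13.5 was larger in KO. Blood cells carried over in the dissection are a candidate source: the progenitor markers fixed beforehand were -3.67 on the log2 scale against the other cells, and Slc4a1, Gypc and Tal1 lead the cluster. The fixed erythroid list had 2 markers raised in it, too few for a name. The month of the libraries cannot be told apart from genotype for the difference of 39.1 points, and a smaller pancreas in KO embryos, which would leave relatively more blood, stays open as untested.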
